A study of Homo sapiens with 10 samples.

How the data were processed

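RNA levels were measured by sequencing of polyadenylated RNA from hTERT RPE-1 cells, an epithelial line from human retinal pigment epithelium immortalised with telomerase. Per the labels' protocols, cells were kept for 48 h in medium with 0.1% serum, and libraries were made from 150 ng of total RNA with the TruSeq Stranded mRNA kit. The 10 libraries belonged to 2 experiments. The first compared merbarone at 200 µM for 30 min with DMSO for 30 min (3 libraries each). The second compared merbarone at 200 µM for 2 h with untreated cells (2 libraries each).

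The authors deposited 1 table per library with an RPKM value per Ensembl gene, per the file headers; no log transformation had been applied and replicates had not been pooled. RPKM divides a gene's reads by its length and by the reads of the library, so a rise of a few abundant genes lowers the values of the others. The aligner, read counter, genome build and annotation are not stated in the labels or the headers. Each table held 20327 genes, of which 19637 were given a symbol through a table of gene names and 690 kept their identifier only. Symbols were matched on the gene identifier.

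Read numbers were recovered from the values. For each gene, the RPKM values across the libraries are whole multiples of the value of 1 read once the relative depths of the libraries are taken out. This held for 17680 genes, 100% of those with any value above 0. The total implied by the steps and the sum of the recovered reads differed by at most 0.0455%. On simulated data the recovery returned the exact reads for 97.6% of 17371 genes, and for 99.9% of the 14420 genes with 50 or more reads. The gene lengths implied by the steps lay within 1% of the gene's genomic span in a GRCh37 annotation for 74.9% of 17234 genes, and within 1% of its summed exon length for 1.59%. For most genes the deposited RPKM values were therefore taken as reads per kilobase of the whole gene, introns included. The other genes had another length in the authors' annotation: for IFIT2 it was 7322 bp against a span of 25578 bp, for JUN 3321 against 7204, for MYC 5995 against 7518, for MAB21L1 2907 against 5346 and for HTR1B 1543 against 2568. The positions and overlaps given for such genes are those of the annotation used here and need not be the regions the authors counted. The median span was 32004 bp and the median summed exon length 4882.5 bp, so genes with long introns have low RPKM values at the same number of transcripts. Whether reads were counted by strand is not stated, and genes that overlap others are treated as uncertain. Coordinates are GRCh37 positions from that annotation, not from the deposited tables.

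Tests used log2(RPKM + 1) in limma 3.58.1 (R 4.3.3), with lmFit and eBayes(trend=TRUE), and Benjamini-Hochberg adjustment with a threshold of 0.05. Genes needed a mean of at least 1 RPKM over the libraries of the fit. All tests were two-sided. Each comparison was fitted on its own experiment. Log2 fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low RPKM. The difference between the effects was fitted as a contrast over all 10 libraries. In that contrast the time, the kind of control and the experiment cannot be told apart. Gene lists were tested with limma's camera, which asks whether a list moved more than the other genes, with an assumed inter-gene correlation of 0.01. Its p-values were adjusted over the 6 tests of the immediate-early list and the p53 target list. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used for the recovery and the plots.

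The grouping, the tests, the 2 lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule took, for each comparison, the 5 largest rises and 5 largest falls among genes past the threshold whose treated libraries all lay beyond all control libraries. It added TOP2A and TOP2B, the targets of merbarone, and FOS, EGR1, JUN, MYC, ATF3, CDKN1A and MDM2. Alternatives were a pseudocount of 0.1, no filter or a mean of at least 5 RPKM, median scaling, quantile normalization, eBayes without trend, the replicate number as a block, all 10 libraries in 1 fit, an estimated inter-gene correlation, a minimum absolute log2 fold change of 1 and leaving out each library in turn. Added after seeing the data were 3 settings of limma's voom on the recovered reads: genes with a mean of at least 10 reads, the same with the replicate block, and genes with a mean of at least 1 RPKM. The pairing behind the block comes from the replicate numbers in the labels, which do not say whether same-numbered libraries were prepared together.

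The tests were run on simulated reads drawn from the real means and depths, with 200 genes changed by log2 sizes of 1 to 2. At 3 libraries per group, limma called 182 of 182 tested changed genes and 16 unchanged genes, with 6453 genes tested in all. At 2 per group it called 182 of 183 and 14 unchanged genes, with 6525 genes tested in all. The simulation had no variation that follows the replicate numbers. It gave every gene the same dispersion (variation beyond sampling noise), 0.0068 for the 30 min and 0.0047 for the 2 h experiment. Genes with a larger replicate spread were not represented, so these counts do not give the power for such genes. No sample was left out. The smallest step of a gene of 1 kb ranged from 0.0262 RPKM in the deepest library to 0.0836 RPKM in the shallowest. Reads without molecular identifiers are not independent molecules.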

Results

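RNA abundance was measured in 10 libraries of serum-starved hTERT RPE-1 cells to ask how the transcriptome responds to merbarone, a catalytic inhibitor of topoisomerase II. The series concerns promoter-proximal pausing of RNA polymerase II and DNA supercoiling. The 30 min experiment had 3 DMSO and 3 merbarone libraries. The 2 h experiment had 2 untreated and 2 merbarone libraries, so its control had received no vehicle. Recovered totals were 26633780, 30681959 and 38225538 reads in the DMSO libraries and 33655315, 37470287 and 35036533 in the 30 min merbarone libraries. They were 13323106 and 11956652 in the untreated libraries and 13691014 and 13038361 in the 2 h merbarone libraries. No replicate pair held identical values, and their chi-square statistics over genes were 4.13 to 63.3 per degree of freedom, above sampling noise. Across 6558 genes, Pearson correlations of log2(RPKM + 1) were 0.981 to 0.996 between replicates and 0.936 to 0.960 between libraries of different experiments. The first principal component, with 63.9% of the variance, separated the experiments. Each experiment held its own control, so treatment effects were computed within experiments.

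The genes of the drug's targets did not change by more than the replicate spread. TOP2A (ENSG00000131747; GRCh37 chromosome 17, 38544777 to 38574148, minus strand) measured 15.2 ± 2.68 RPKM in DMSO and 15.8 ± 3.06 RPKM after 30 min of merbarone (SD, n = 3). In the 2 h experiment it measured 11.3 ± 2.30 RPKM untreated and 11.5 ± 0.0074 RPKM treated (SD, n = 2). TOP2B (ENSG00000077097; chromosome 3, 25639469 to 25706400, minus strand) measured 2.57 ± 0.196 and 2.60 ± 0.023 RPKM at 30 min (SD, n = 3). Its 2 h values were 1.83 ± 0.273 untreated and 1.78 ± 0.098 RPKM treated (SD, n = 2). In limma, the log2 fold changes were 0.05 for TOP2A and 0.01 for TOP2B at 30 min, where neither was called, and 0.03 and -0.02 at 2 h, with adjusted p-values of 0.879 and 0.876. Both stayed uncalled with the replicate block.

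The 30 min comparison asked which RNAs change early. Of 6500 genes tested with limma, 1 passed the threshold, with a higher level after merbarone, and 0 were lower. At an unadjusted p under 0.05 there were 24 genes, 16 higher and 8 lower. Treated and control libraries did not overlap for 148 genes, 2.28% of those tested, where chance gives 10%. Same-numbered libraries deviated together from their group means, with correlations of 0.925, 0.646 and 0.605 for replicates 1, 2 and 3. The mean for differently numbered libraries was -0.34. With the replicate number as a block, 8 genes passed, 7 higher and 1 lower, and 208 had an unadjusted p under 0.05. The largest count came from voom on recovered reads with the replicate block, which called 13 genes, all higher.

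The gene called without the block was FOS (ENSG00000170345; chromosome 14, 75745529 to 75748933, plus strand). It rose from 0.992 ± 0.595 to 49.9 ± 11.6 RPKM (SD, n = 3), behind which lay 45 to 7229 reads per library. Its log2 fold change was 4.69 ± 0.25 (SE) with an adjusted p of 0.00549, and 0.00506 with the block. EGR1 (ENSG00000120738; chromosome 5, 137801168 to 137804992, plus strand) measured 8.14 ± 6.78 RPKM in DMSO and 46.3 ± 23.4 RPKM after merbarone (SD, n = 3). Its log2 fold change of 2.51 ± 0.56 (SE) did not pass without the block and had an adjusted p of 0.00506 with it. All 3 same-numbered pairs rose, by 2.13 to 2.78 on the log2 scale. The other genes called with the block were ZFP36, JUNB, DUSP1, FOSB and ZFP36L1, with log2 fold changes of 1.43, 1.29, 1.49, 3.31 and 0.44, and HRCT1, with -0.33. ZFP36, DUSP1, ZFP36L1 and HRCT1 were chosen for naming after their values were seen, and HRCT1 rested on 28 to 47 reads per library. FOSB and JUNB each overlap 1 other gene of the tables, so their values are uncertain. JUN rose by 0.60 ± 0.20 (SE) without passing either fit, with a block adjusted p of 0.377, and was called by voom on recovered reads with the block (adjusted p 0.0315). ATF3 was below the filter at 0.0498 ± 0.0016 RPKM in DMSO and 0.326 ± 0.154 RPKM after merbarone (SD, n = 3), from 72 to 956 reads. That same voom fit also called ATF3, with a log2 fold change of 2.64 and an adjusted p of 0.00189. MYC, CDKN1A and MDM2 had log2 fold changes of 0.11, 0.11 and -0.06 and were not called in either fit.

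**Figure D1:**
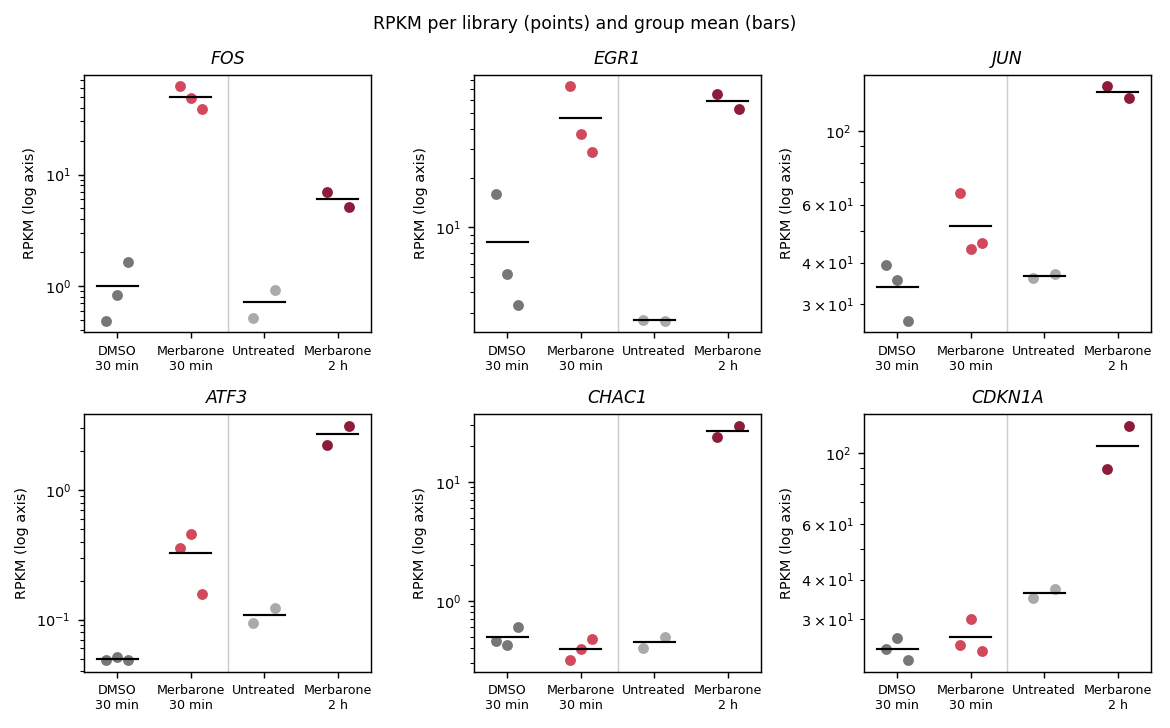
RPKM on a log axis for FOS, EGR1, JUN, ATF3, CHAC1 and CDKN1A in each library (points), with group means (bars), for DMSO, merbarone 30 min, untreated and merbarone 2 h. FOS was highest after 30 min, with a mean of 49.9 RPKM, whereas CHAC1 was raised only in the 2 h merbarone libraries, with a mean of 26.7 RPKM.

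In the 2 h comparison, limma tested 6620 genes and called 866, of which 396 were higher and 470 lower after merbarone. The share of higher calls, 45.7%, depended on the scaling: it was 62.4% with median scaling and 54.0% with quantile normalization. All 866 called genes had libraries of the 2 groups that did not overlap. This was so for 4073 of the genes tested, 61.5%, where chance gives 33.3%. The changes were mostly small, with a median absolute log2 fold change of 0.43 among the called genes, and 69 reached an absolute log2 fold change of 1, 64 higher and 5 lower. With the replicate number as a block, 2129 genes were called, 813 higher and 1316 lower, including all 866. The correlation of same-numbered libraries was 0.30, and that fit had 1 residual degree of freedom. Its prior degrees of freedom were infinite, so each gene took the variance of the fitted trend and its own replicate spread did not enter. Passing this fit adds little to the fit without the block for any gene or list at 2 h. The largest count, 3438, came from voom on recovered reads with the replicate block, whose prior degrees of freedom were also infinite. Without a filter on low RPKM the count was 53, of which 29 were among the 866.

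The largest rise at 2 h was that of CHAC1 (ENSG00000128965; chromosome 15, 41245160 to 41248710, plus strand), from 0.448 ± 0.066 to 26.7 ± 4.23 RPKM (SD, n = 2). Its log2 fold change was 4.25 ± 0.11 (SE), with an adjusted p of 1.30e-07. EGR1 rose from 2.71 ± 0.027 to 59.4 ± 8.91 RPKM (SD, n = 2), a log2 fold change of 4.02 ± 0.12 (SE) with an adjusted p of 2.06e-07. FOSB (ENSG00000125740; chromosome 19, 45971253 to 45978437, plus strand) had a log2 fold change of 3.33 and an adjusted p of 9.88e-08. DDIT4 (ENSG00000168209; chromosome 10, 74033678 to 74035794, plus strand) rose from 28.9 ± 4.38 to 235 ± 30.7 RPKM (SD, n = 2), with an adjusted p of 7.48e-06. JUNB (ENSG00000171223; chromosome 19, 12902300 to 12904129, plus strand) had a log2 fold change of 2.40 and an adjusted p of 1.14e-04. FOS rose to a lower level than at 30 min, from 0.720 ± 0.281 to 6.09 ± 1.30 RPKM (SD, n = 2), with a log2 fold change of 2.04 ± 0.14 (SE) and an adjusted p of 4.27e-05. JUN, ATF3, MYC, CDKN1A and MDM2 were also higher, by 1.82, 1.73, 0.76, 1.504 and 0.37 on the log2 scale, and MDM2 was closest to the threshold with an adjusted p of 0.0468. CDKN1A measured 36.2 ± 1.69 RPKM untreated and 106 ± 23.5 RPKM treated (SD, n = 2). ATF3 measured 0.108 ± 0.020 RPKM untreated and 2.69 ± 0.64 RPKM treated (SD, n = 2), where the added 1 RPKM understates the change. By voom on recovered reads with the block, its log2 fold change was 4.63 at 2 h, against 2.64 at 30 min. MDM2 overlaps 1 other gene of the tables. All these genes were also called with the block.

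The 5 largest falls were smaller in size than the 5 largest rises. RGS4 (ENSG00000117152; chromosome 1, 163038565 to 163046592, plus strand) went from 94.2 ± 10.9 to 32.5 ± 1.08 RPKM (SD, n = 2), a log2 fold change of -1.501 ± 0.12 (SE) with an adjusted p of 9.32e-05. HTR1B (ENSG00000135312; chromosome 6, 78170641 to 78173208, minus strand) had a log2 fold change of -1.19, and rested on 18 to 79 reads per library. IFIT2 (chromosome 10, 91043451 to 91069028), MAB21L1 (chromosome 13, 36047556 to 36052901) and BMP4 (chromosome 14, 54416454 to 54425479) had log2 fold changes of -1.10, -1.10 and -1.01. Their adjusted p-values were 4.20e-04, 2.12e-04 and 2.23e-04. IFIT2 belongs to a family of similar genes, and IFIT2 and MAB21L1 each overlap 1 other gene of the tables by the annotation used here, so both values are uncertain. The lengths behind the deposited values of HTR1B, IFIT2 and MAB21L1 were shorter than these spans. All 5 passed with the block.

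Immediate-early genes, which respond to stimuli without new protein synthesis and many of which hold paused polymerase, were tested as a list of 37. At 30 min, 25 were tested and 19 were higher, with a mean log2 fold change of 0.67 but a median of 0.14. A part of the list, including FOS, FOSB and EGR1, thus carried much of the mean. Camera gave a p of 8.55e-28 (adjusted 5.13e-27 over 6 list tests), and 5.64e-24 with the replicate block (adjusted 1.69e-23), whose pairing correlations averaged 0.725. The estimated inter-gene correlation moved it most, to a p of 0.0136 (adjusted 0.0813), or 0.00776 with the block (adjusted 0.0233). Single-gene calls numbered 1 adjusted over all genes and 6 adjusted over the list, and 6 and 13 with the block. At 2 h the mean was 1.23 and the median 1.22, with 25 of 28 genes higher. The camera p was 1.06e-26, and 4.07e-87 with the block, whose pairing correlation was 0.30. With the estimated correlation the p was 0.0314 (adjusted 0.0943), or 0.0281 with the block as well (adjusted 0.0563). Neither passed after adjustment over the 6 list tests. Calls numbered 23 over all genes and 25 over the list, and 24 and 26 with the block.

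A list of 21 p53 target genes did not move at 30 min, with a mean log2 fold change of -0.01 over 14 genes, a camera p of 0.785 and 0.797 with the replicate block. At 2 h its mean was 0.48, with 13 of 17 genes higher and a camera p of 1.75e-07 (adjusted 2.10e-07). With the block the p was 1.88e-12, at a pairing correlation of 0.30. The result did not hold with an estimated inter-gene correlation, where p was 0.167, or 0.284 with the block. Calls numbered 6 over all genes and 9 over the list, and 10 and 11 with the block.

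**Figure D2:**
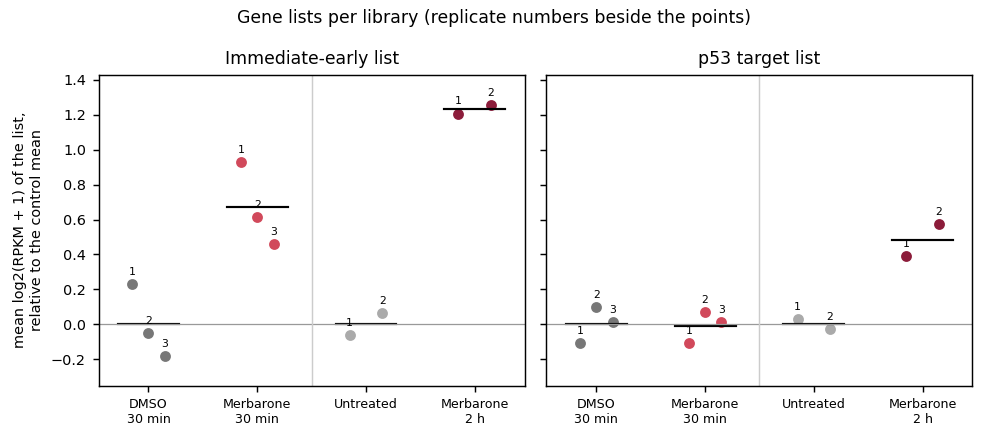
Mean log2(RPKM + 1) of the immediate-early list (left) and the p53 target list (right) per library, relative to the mean of the control of the same experiment, with replicate numbers beside the points and bars at group means. The immediate-early means were 0.67 at 30 min and 1.23 at 2 h, whereas the p53 list was at -0.01 at 30 min and 0.48 at 2 h.

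The effects of both experiments were compared. Across 6167 genes tested in both, the log2 fold changes had a Pearson correlation of 0.351 and a Spearman correlation of 0.205; genes are not independent replicates. FOS was the 1 gene called in both with the same sign, where independence gives 0.062. With the block it was 8 genes, all of those called at 30 min. The difference between the effects passed the threshold for 107 of 6558 genes, 83 with a higher effect at 2 h and 24 with a lower one, and 1053 genes had an unadjusted p under 0.05. With the replicate block there were 1255 genes, 504 higher and 751 lower, so the larger share changed from the higher effects (77.6%) to the lower ones. Median scaling gave 93.0% higher of 114 genes. The 6 fits that each left out a 30 min library gave 62 to 86 genes, 82.6% to 96.8% of them higher. Lower effects were thus a smaller share in each of those fits. The block rests on pairing correlations averaging 0.725 at 30 min and 0.30 at 2 h. All 107 were also called in the 2 h comparison and 1 in the 30 min comparison. This contrast holds time, control type and experiment together.

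**Figure D3:**
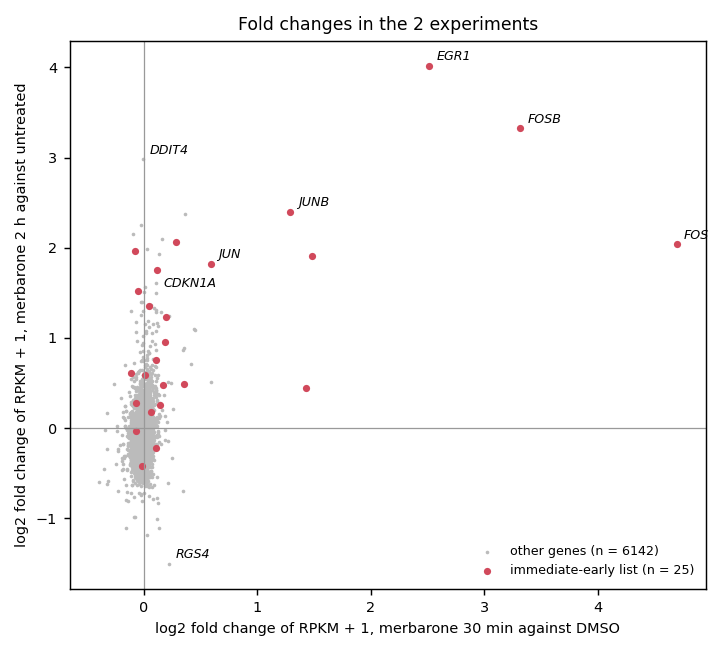
Log2 fold change of RPKM + 1 after 2 h against untreated (vertical axis) plotted over that after 30 min against DMSO (horizontal axis), for 6142 other genes (grey) and 25 immediate-early genes (red). FOS lies at 4.69 and 2.04, EGR1 at 2.51 and 4.02, and DDIT4 at -0.01 and 2.98.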

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

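The tests of grouping under the block and for the lists, the test that removes shared genes from the p53 list, and the look at single genes after thinning were chosen only after the results were seen; the GC content tests and the depth tests on the gene counts were written before them.

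The effect of merbarone differed between the experiments for 107 genes by the interaction contrast in limma, and this difference drew attention because it was itself tested. The 30 min libraries held more reads than the 2 h libraries. After thinning them to 13002283 reads each, 72 genes had a time difference, 71 of them among the 107. With the replicate block, thinning took the count from 1255 to 980, with 939 in both. Depth thus took away part of the calls and left most of them. Time, vehicle and experiment remain inseparable: 1925 of 6544 genes differed between the DMSO and untreated controls, and the pattern cannot be told apart from a difference between experiments.

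Both lists differed between the experiments at the assumed inter-gene correlation, while without the replicate block neither passed after adjustment over the 6 list tests with an estimated one. The immediate-early list was 0.57 higher in mean log2 fold change at 2 h, with a camera p of 7.31e-10, 5.74e-10 with the block and 0.0496 with the estimated correlation (adjusted 0.0993). With both the block and the estimated correlation it was 0.00614 (adjusted 0.0233), which passes. The p53 list was 0.50 higher, with 5.36e-09, 1.23e-07 with the block and 0.0717 with the estimated correlation (adjusted 0.107), or 0.190 with both (adjusted 0.286). Without SESN2, BBC3, GDF15 and TNFRSF10B, which are also induced through the amino acid response, the other p53 targets were still higher at 2 h, with a mean of 0.31 over 14 genes, 10 of them higher, and a camera p of 9.62e-05. With an estimated correlation that p was 0.199, so a p53 response may be present but rests on the assumed correlation. The 3 shared genes tested had a mean of 1.30.

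Single genes differed too. The FOS effect fell by 2.65 on the log2 scale from 30 min to 2 h, with an adjusted p of 0.00731, which ranged from 0.00390 to 0.224 across 16 alternatives, including 6 fits that each left out a library of the 30 min experiment. CHAC1 differed by 4.35, with an adjusted p of 5.23e-07 and a range of 5.20e-08 to 3.27e-04. DDIT4 differed by 2.99, with an adjusted p of 0.0358 and a range of 1.74e-08 to 0.0860. Its control levels were unlike, at 7.38 ± 3.33 RPKM in DMSO (SD, n = 3) and 28.9 ± 4.38 RPKM untreated (SD, n = 2). RGS4 differed by -1.72 and MAB21L1 by -1.24, with adjusted p-values of 0.0427 and 0.0373. These ranged from 1.61e-07 to 0.0983 for RGS4 and from 5.72e-06 to 0.0925 for MAB21L1. CDKN1A differed by 1.40, with an adjusted p of 0.0112 and a range of 9.75e-07 to 0.0346. After thinning, the adjusted p was 0.00761 for FOS, 7.54e-07 for CHAC1, 0.0461 for DDIT4 and 0.00874 for CDKN1A, while RGS4 (0.0578) and MAB21L1 (0.0840) no longer passed; with the replicate block all 6 passed. A transient FOS response beside a later CHAC1 response is a hypothesis. For FOS the time difference did not pass with a pseudocount of 0.1 or with either voom setting without the block, and the untreated control leaves the vehicle and the experiment as explanations.

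The 30 min calls were set against other splits of the 6 libraries. Of 10 splits, 4 part all 3 same-numbered pairs, and 1 of these 4, the real split, gave as many called genes, both without the block (1 gene) and with it (8 genes). The same 1 of 4 held for the immediate-early list, whose mean reached 0.24 in the other 3. For the p53 list, 2 of 4 splits gave a mean as large. At an unadjusted p under 0.05, the real split had 24 genes and the other 3 had 46, 58 and 4. With the block it had 208, against 621, 403 and 70. The real split thus did not have the most genes by that measure. With 4 splits no share under 0.05 is possible. The other 6 splits part 1 pair and called 0 genes each, with 130 to 1319 genes at an unadjusted p under 0.05. Their list means reached 0.51 for the immediate-early list and 0.129 for the p53 list.

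Library differences in GC content were large enough to check. The Spearman correlation of fold change with GC content was -0.41 at 30 min and -0.16 at 2 h. After each library's dependence on GC content was removed, these correlations were -0.05 and -0.04. Then 1 gene was called at 30 min, and 8 with the replicate block. At 2 h, 1785 genes were called, 844 of them among the 866, and 1994 with the block, 1792 of them among the 2129. Of the 22 calls lost without the block, 21 were genes with no GC value, which this fit leaves out. With the block 337 were lost, 56 of them for that reason. Most calls passed after the correction, so GC content did not fully account for them, but part of the 2 h calls with the block depended on it.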

How the results depend on the processing

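The 3 voom settings were chosen only after the results were seen. For each change given here, the cause was not tested.

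At 2 h, where 866 genes were called, no filter on low RPKM gave 53 (48 higher, 5 lower), a mean of at least 5 RPKM 397 (131 and 266), and a minimum absolute log2 fold change of 1 gave 69 (64 and 5). The replicate block gave 2129 (813 and 1316; pairing correlation 0.30), voom on recovered reads 1886 (1067 and 819) and voom with the block 3438 (1775 and 1663). Both block fits had infinite prior degrees of freedom. Median scaling gave 291 lower and all 10 libraries in 1 fit 250 higher. The filter of 1 RPKM favours short genes: those with a mean of at least 1 RPKM had a median length of 17225.5 bp, against 33581 bp for genes with at least 10 reads. Voom shared 792 of the 866 calls, and the fit without a filter shared 29. The prior degrees of freedom were 1.65 without a filter, against 6.96 in the main fit. Leaving out a library leaves 1 in its arm, so no 2 h counts were made; the immediate-early mean stayed between 1.17 and 1.30 and the p53 mean between 0.39 and 0.57. The 2 h p53 list, at 0.48, lost its threshold with an estimated correlation (p 0.167). The 2 h immediate-early list then had a camera p of 0.0314, which did not pass after adjustment over the 6 list tests (0.0943). At 30 min these immediate-early values were 0.0136 and 0.0813.

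At 30 min, where 1 gene was called (higher), no filter gave 0 (208 at an unadjusted p under 0.05), and a mean of at least 5 RPKM, median scaling and all 10 libraries gave 2 each, all higher. The block gave 8 (7 higher, 1 lower) and voom with the block 13. Across the 6 fits that each left out one library, calls and higher calls ranged from 0 to 2, with 18 to 39 genes at an unadjusted p under 0.05. The p53 list mean was 0.0021 with at least 5 RPKM and ranged from -0.065 to 0.040 across those fits; the immediate-early mean ranged from 0.54 to 0.78.

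Shared calls, 1 gene, became 0 without a filter, 2 with median scaling and with all 10 libraries, 8 with the block and 13 with voom and the block, and ranged from 0 to 2 across the 6 fits that each left out a 30 min library. Time difference genes, 107, became 361 without a filter, 36 with at least 5 RPKM, 1255 with the block, 66 with voom, 2094 with voom and the block, and 60 with voom at a mean of at least 1 RPKM, and ranged from 62 to 86 across the same 6 fits. No 2 h library was left out for these counts.

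Of 987 alternative values of named genes and of the time differences of both lists, 874 kept their direction and, where tested, their side of the threshold. A further 43 were weaker, 40 stronger and 30 reversed, all of the last for genes that were not called in that comparison. Values that left out a 2 h library had no test, so only their direction was compared. For genes called at 2 h, whose groups did not overlap, that direction could not reverse. In limma, the filter, the trend, the block and the fit of all 10 libraries leave a gene's log2 fold change unchanged. Those settings could move only its p-value, so the 874 include agreements of direction that were fixed in advance. DDIT4 at 30 min was 0.0055 with quantile normalization and 0.013 with voom and the block. FOSB's time difference was -0.0032 with median scaling and -0.028 with quantile normalization; TOP2A's was 0.048 and 0.084. TOP2B was 0.017 at 2 h and 0.0022 for the time difference with median scaling. Fits that left out one library ranged, at 30 min, from -0.070 to 0.33 for BMP4, -0.34 to 0.38 for DDIT4, -0.22 to 0.22 for HTR1B, -0.14 to 0.047 for MDM2, -0.078 to 0.30 for MYC, -0.092 to 0.20 for TOP2A and -0.015 to 0.059 for TOP2B. At 2 h they ranged from -0.16 to 0.23 for TOP2A and -0.12 to 0.075 for TOP2B, and for the time difference, where only 30 min libraries were left out, from -0.32 to 0.28 for FOSB and -0.16 to 0.13 for TOP2A.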

Other observations

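The test of ERCC1 was chosen only after its rise was seen; the others were written before the values they test were looked at.

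ERCC1, named after its values were seen, was called at 30 min by voom with the replicate block, with a log2 fold change of 0.92. It lies on chromosome 19 at 45910592 to 45982086 on the minus strand (GRCh37) and spans FOSB on the plus strand. In 5 of 5 same-numbered pairs it gained reads, and its gain was 89.8% to 101% of the gain of FOSB, a range of 1.13-fold. This is consistent with FOSB reads being counted for both genes regardless of strand, although the kit is stranded, so a change of ERCC1 itself is not needed. Other overlapping genes may carry shared reads in the same way: 309 of 845 called genes with a position at 2 h, 36.6%, overlapped another gene in the annotation used here, against 43.0% of those tested, and 103 overlapped a called gene with the same direction.

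CHAC1 and DDIT4 rose at 2 h along with DDIT3, SESN2, ASNS, SLC3A2, CEBPG and PCK2, which were noticed in the data and rose by 1.98, 2.05, 1.26, 1.40, 1.34 and 1.17 on the log2 scale. A candidate explanation is activity of ATF4, a transcription factor of the amino acid and stress response. A list of 27 other ATF4 targets, none of those named above and written without looking at their values, had a mean of 0.39, with 20 of 21 genes higher and a camera p of 3.07e-11. With the replicate block the p was 3.34e-10, and with an estimated inter-gene correlation it was 0.117. The list was 0.085 higher in DMSO than in untreated controls, with 13 of 20 genes higher, less than the 2 h rise, but vehicle and experiment cannot be told apart there. An effect of the solvent given with merbarone thus remains possible.

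Slower completion of long genes was a hypothesis for 2 h. It predicts a negative relation of fold change with gene span. The test used the gene lengths implied by the steps, which were close to the span for most genes. Their Spearman correlation with fold change over 13212 genes was instead 0.213, and 0.167 with GC content taken out. Genes are not independent replicates. Contrasts between replicates reached 0.352, so the relation was not larger than between libraries of one group. The libraries hold all polyadenylated RNA, including any made before treatment, so the test cannot exclude slower completion of long genes.

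Mitochondrially encoded transcripts were lower at 30 min in several genes, with 8 of 13 lower in all 3 pairs, named after their values were seen. The mean of the 10 genes other than MT-ND1, MT-ND5 and MT-ND6 was lower in 2 of 3 same-numbered pairs, so a fall in every pair was not found for these 10. The mean of all 13 was lower in each pair, at -0.18, -0.29 and -0.03 on the log2 scale, and so was their share of the reads, from 1.48%, 1.36% and 1.29% to 1.28%, 1.16% and 1.25%. With all 13, of which 0 had a higher mean and 0 were called in limma, the mean log2 fold change was -0.17, with a camera p of 6.66e-12 and 2.47e-10 with the block. With an estimated correlation these were 0.0412 and 0.161. The 3 genes seen first are among the 13, so this is not an independent test. At 2 h the list as a whole did not fall: 7 of the 13 were higher, 5 were higher and 5 lower in both pairs, the camera p was 0.954 (0.797 with the block), and the mean of all 13 was -0.17 in pair 1 and 0.05 in pair 2. Single genes did change at 2 h: MT-ND5 and MT-ND6 were lower in both pairs, with means of -0.45 and -0.60 on the log2 scale, against -0.35 and -0.40 at 30 min. Calls at 2 h numbered 2 adjusted over all genes and 3 over the list, and 4 and 4 with the block. At 30 min, the block called 7 of the 13 genes adjusted over the list. Without the block, 24 of all 6500 genes tested at 30 min, on the list or not, had an unadjusted p under 0.05. A sign test over 3 pairs cannot give a two-sided p below 0.25. No biological explanation was tested.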
